# Estrogen-Inducible LncRNA *BNAT1* Functions as a Modulator for Estrogen Receptor Signaling in Endocrine-Resistant Breast Cancer Cells

**DOI:** 10.3390/cells11223610

**Published:** 2022-11-15

**Authors:** Kuniko Horie, Kiyoshi Takagi, Toshihiko Takeiwa, Yuichi Mitobe, Hidetaka Kawabata, Takashi Suzuki, Kazuhiro Ikeda, Satoshi Inoue

**Keywords:** breast cancer, estrogen receptor, long noncoding RNA, endocrine therapy resistance, in situ hybridization, prognosis

## Abstract

Recent advances in RNA studies have revealed that functional long noncoding RNAs (lncRNAs) contribute to the biology of cancers. In breast cancer, estrogen receptor α (ERα) is an essential transcription factor that primarily promotes the growth of luminal-type cancer, although only a small number of lncRNAs are identified as direct ERα targets and modulators for ERα signaling. In this study, we performed RNA-sequencing for ER-positive breast cancer cells and identified a novel estrogen-inducible antisense RNA in the *COL18A1* promoter region, named *breast cancer natural antisense transcript 1* (*BNAT1*). In clinicopathological study, *BNAT1* may have clinical relevance as a potential diagnostic factor for prognoses of ER-positive breast cancer patients based on an in situ hybridization study for breast cancer specimens. siRNA-mediated *BNAT1* silencing significantly inhibited the in vitro and in vivo growth of tamoxifen-resistant ER-positive breast cancer cells. Notably, *BNAT1* silencing repressed cell cycle progression whereas it promoted apoptosis. Microarray analysis revealed that *BNAT1* silencing in estrogen-sensitive breast cancer cells repressed estrogen signaling. We showed that *BNAT1* knockdown decreased ERα expression and repressed ERα transactivation. RNA immunoprecipitation showed that *BNAT1* physically binds to ERα protein. In summary, *BNAT1* would play a critical role in the biology of ER-positive breast cancer by modulating ERα-dependent transcription regulation. We consider that *BNAT1* could be a potential molecular target for diagnostic and therapeutic options targeting luminal-type and endocrine-resistant breast cancer.

## 1. Introduction

Breast cancer is the most common malignancy for women, and its global incidence rate in 2020 was estimated to be approximately one fourth of female cancers worldwide [1]. Because the majority of breast cancers are primarily estrogen-dependent, understanding of estrogen-regulated gene network is the first step towards managing the disease [2]. Estrogen receptor α (ERα) is an essential transcription factor stimulated by estrogen [3], and the receptor also regulates the proliferation and progression of hormone-naïve breast cancer cells by modulating various ERα target genes [4]. Because the proliferation of estrogen-sensitive breast cancer cells can be managed by ERα antagonists, endocrine-related therapy using ERα antagonists such as tamoxifen has been performed for years for patients with ERα-positive breast cancer [4]. Long-term endocrine-related therapy, however, will often to the development of hormone-refractory tumors and patients will be eventually threatened by aggressive type of cancers [4]. Elucidation of estrogen signaling and identification of ERα target genes will facilitate in understanding the pathophysiology of breast cancer and to developing diagnostic and therapeutic options for the advanced disease.

Recent advance in RNA study reveals that various functional long noncoding RNAs (lncRNAs) contribute to the pathophysiology of cancers. We have previously identified that androgen-responsive lncRNA *CTBP1-AS* regulates the progression of prostate cancer cells by suppressing the expression of CTBP1 as well as various target genes including tumor suppressor genes [5]. Working together with RNA-binding proteins such as PSF, *CTBP1-AS* even promotes the progression of hormone-refractory prostate cancer cells that are maintained under a condition of long-term androgen deprivation. Considering that there are functional similarities between the androgen signaling in prostate cancer and the estrogen signaling in breast cancer, we next questioned if there is a critical lncRNA that is regulated by ERα and modulates ERα activities, leading to the progression of breast cancer cells.

In the regulatory system of estrogen signaling in breast cancer, several critical genomic regions have been identified as active enhancers, which function as key stations that orchestrate ER-dependent transcriptional regulation [6,7,8]. The lncRNAs associated with active enhancers have been defined as enhancer-associated lncRNAs or eRNAs [6,7], such as the lncRNAs in *CCND1* promoter region [9]. The identification of active enhancer-associated lncRNAs will provide critical information for precise understanding of the estrogen-regulated transcription in breast cancer pathophysiology, which leads to the development of new class of therapeutic options for the disease.

In the present study, we performed RNA-sequencing for ER-positive breast cancer cells and identified a novel critical estrogen-responsive lncRNA that modulates ERα-dependent transcriptional regulation. In the screening of estrogen-inducible lncRNAs transcribed from ERα-associated active promoters or enhancers, we discovered a novel estrogen-inducible lncRNA from the proximal promoter region of collagen XVIII gene *COL18A1*. We designated the lncRNA as *breast cancer natural antisense transcript 1* (*BNAT1*), which is transcribed from the vicinity of the transcriptional start site (TSS) region of *COL18A1*. *BNAT1* includes a functional ERα binding site in its RNA sequence and its expression is upregulated in tamoxifen-resistant MCF7 breast cancer cells compared with parental MCF7 cells. Our clinicopathophysiological study showed that intense signal of in situ hybridization for *BNAT1* is significantly associated with distant disease-free survival of patients with ER-positive breast cancer. The siRNA-mediated knockdown of *BNAT1* leads to the repression of ER-dependent transcription and the proliferation of ER-positive breast cancer cells. *BNAT1*-specific siRNAs could reduce the in vivo tumor formation derived from tamoxifen-resistant breast cancer cells. The modulation of *BNAT1* expression could alter ERα binding activity in the promoter regions of ER target genes. The present study defines that *BNAT1* is a pivotal estrogen-inducible lncRNA that could activate ERα signaling and promote breast cancer tumorigenesis. Our finding will provide new information for ER-dependent breast cancer progression and the development of alternative therapeutic options for endocrine therapy-resistant disease.

## 2. Materials and Methods

### 2.1. Cell Culture and Reagents

MCF7 human ER-positive breast cancer cells were obtained from the American Type Culture Collection (Manassas, VA, USA), cultured at 37 °C in a 5% CO_2_ humidified atmosphere using Dulbecco’s modified Eagle’s medium (DMEM) and RPMI, respectively, including 10% fetal bovine serum (FBS), 50 U/mL penicillin, and 50 μg/mL streptomycin. The MCF7 derivative cells resistant to 4-hydroxytamoxifen (OHT), or OHTR cells, were generated by being maintained in the medium including 1 μM OHT for >3 months [10]. Anti-ERα (H-184; Santa Cruz Biotechnology, Dallas, TX, USA) and anti-β-actin (A2228; Sigma-Aldrich, St. Louis, MO, USA) antibodies were utilized for immunoblotting.

### 2.2. qRT-PCR

Total RNA was extracted from cells using ISOGEN reagent (Nippon Gene, Toyama, Japan) and subjected to cDNA synthesis using Invitrogen SuperScript III reverse transcriptase (Thermo Fisher Scientific, Carlsbad, CA, USA) with random primers. Quantitative real-time PCR (qRT-PCR) was performed on the StepOnePlus system (Thermo Fisher Scientific) using a KAPA SYBR FAST quantitative PCR kit (KAPA Biosystems, Wilmington, MA, USA) as described previously [11]. RNA expression level was evaluated by the *ΔΔC_T_* method (*C_T_*, threshold cycle) and normalized to that of *RPLP0* in each sample. The primers used in this study are described in Table 1.

### 2.3. RNA-Sequencing

RNA-sequencing (RNA-seq) for MCF7 cells were conducted as described previously [11]. Briefly, cells were cultured in the hormone-depleted medium for 2 days and treated with either 100 nM of 17β-estradiol (E_2_), 100 nM E_2_ plus 1 μM OHT, or 0.1% ethanol as vehicle for 4 h. Libraries for RNA-seq were prepared using a SOLiD Total RNA-Seq Kit (Thermo Fisher Scientific) from poly(A)-selected RNAs. Single-end RNA-seq (50-bp read length) was performed on the Applied Biosystems SOLiD System 3.0 (Thermo Fisher Scientific) based on the standard protocol. Obtained fastq files were analyzed by Bowtie with the default option and the read tags were mapped to the human genome hg.19. Original RNA-seq data are deposited as a project id = 753 in a cloud-based data analysis platform, Maser (Management and Analysis System for Enormous Reads) [http://cell-innovation.nig.ac.jp/maser/, accessed on 29 August 2022], developed and managed by the National Institute of Genetics in Japan [12].

### 2.4. Clinical Tissue Samples and Patient Data

Clinical breast cancer tissue samples were obtained from a cohort of 115 Japanese female patients who had surgical treatment between 2006 and 2013 at Toranomon Hospital, Japan (age range from 31 to 76 years) [11]. Patients were not treated with chemotherapy or molecular target therapy before surgery. Standard adjuvant treatments were performed based on the Clinical Practice Guidelines of the National Comprehensive Cancer Network [13]. Staging of breast cancer was determined based on the TNM Classification of Malignant Tumours [14]. The clinical outcome was defined as distant disease-free survival using a time span from the date of surgery to the first distant recurrence or last follow-up. The mean follow-up duration was 83 months (ranging 8 to 118 months). This study was approved by the ethical committee at Toranomon Hospital (approval number 845) and Saitama Medical University International Medical Center institutional review board (approval number 13–148). All patients who participated in this study provided written informed consent. This study abided by the Declaration of Helsinki principles and was performed in accordance with the institutional guidelines and regulations for human experiments.

### 2.5. ISH

Digoxigenin (DIG)-labeled RNA probes were generated for in situ hybridization (ISH) using the DIG RNA Labeling Kit (Roche Diagnostics GmbH, Mannheim, Germany). RNA ISH was performed on formalin-fixed, paraffin-embedded (FFPE) breast cancer tissues as described previously [11]. Briefly, the slides were treated with proteinase K (Wako Pure Chemical Industries, Ltd., Osaka, Japan), refixed with 10% formalin, immersed in 0.2 N HCl for 10 min and hybridized with a *BNAT1* probe (25 ng per slide) in G-Hybo-L reagent (Genostaff, Tokyo, Japan) at 63 °C for 24 h [15]. For the detection of the ISH signal, the probe-hybridized slides were sequentially labeled with an anti-DIG mouse monoclonal antibody (Roche Diagnostics GmbH), a biotinylated anti-mouse IgG, and alkaline phosphatase-labeled streptavidin (Nichirei Bio, Inc., Tokyo, Japan). Finally, chromogenic signals were obtained using nitroblue tetrazolium–5-bromo-4-chloro-3-indolylphosphate solution (Roche, Switzerland) and counterstained by nuclear fast red. The intensity of the ISH signal was determined by a trained pathology technologist (K. Takagi) and pathologist (T. Suzuki).

### 2.6. siRNA Transfection

siRNAs targeting *BNAT1* and *ESR1* were designed using siDirect version 2.0 online software [http://sidirect2.rnai.jp/, accessed on 21 May 2016] and purchased from RNAi Inc. (Tokyo, Japan). A negative-control siRNA with no homology to known gene targets in mammalian cells, or siControl, was purchased from RNAi Inc. In siRNA transfection, cells were seeded at 300,000 cells per well in 6-well plates and simultaneously treated with a mixture of siRNA (final concentration: 10 nM) and Invitrogen Lipofectamine RNAiMAX (Thermo Fisher Scientific). Cells were harvested 48 h after transfection and subjected to qRT-PCR, cell cycle analysis, and apoptosis assay by annexin V and propidium iodide (PI) staining. The siRNAs used in these assays are described in Table 2.

### 2.7. DNA Assay

Cells were seeded at 1500 cells per well in 96-well plates with culture medium including 10%FBS. Cells were collected at 1, 3, and 5 day(s) after cell seeding and frozen. Cells were thawed and lysed with TNE buffer (10 mM Tris-HCl [pH 7.5], 2 mM NaCl, and 1 mM EDTA). Extracted DNA samples were stained with Hoechst 33258 pentahydrate (Thermo Fisher Scientific) at a final concentration of 5 µg/mL. The DNA content in each well was evaluated on the ARVO5 multimode plate reader system (PerkinElmer, Waltham, MA, USA) at 355 nm for 0.1 s.

### 2.8. Cell Cycle Analysis

siRNA-treated cells were harvested, fixed with 70% ethanol for >30 min, treated with RNase A, and then stained with 5 µg/mL PI. DNA contents were measured using the FACSCalibur platform (BD, Franklin Lakes, NJ, USA). Data were analyzed by CellQuest software (BD) to determine the percentage of cells in G1, S, and G2/M phases.

### 2.9. Annexin V and PI Staining

siRNA-treated cells were harvested and stained using a fluorescein isothiocyanate annexin V apoptosis detection kit (BD). Percentages of apoptotic cells were evaluated on the FACSCalibur platform.

### 2.10. In Vivo Tumor Formation and siRNA Treatment

All animal experiments were approved by the Animal Care and Use Committee of Saitama Medical University and carried out in accordance with the Guidelines and Regulations for the Care and Use of Experimental Animals of Saitama Medical University. Female nude mice were purchased from CREA Japan. OHTR cells were mixed with equal volumes of Matrigel matrix (Corning, Corning, NY, USA) and injected subcutaneously into the flanks of 8-week-old female nude mice. When the tumor volume reached 150 mm^3^, mice were divided in two groups randomly. siControl or s*iBNAT1* #B (5 µg each) was injected with Genlantis GeneSilencer siRNA Transfection Reagents (Genlantis, San Diego, CA, USA) into the tumors twice a week. Three dimensions of tumors were measured once a week, and tumor volumes were estimated with the following formula: 0.5 × 1st diameter × 2nd diameter × 3rd diameter.

### 2.11. Microarray and Pathway Analysis

Microarray analysis was performed using human Clariom D array (Thermo Fisher Scientific) based on the manufacturer’s instructions. Data were analyzed using Affymetrix Expression Console software build 1.4.1.46 (Thermo Fisher Scientific). Pathway analyses were performed using Gene Set Enrichment Analysis 3.0 (GSEA) developed by the GSEA/MSigDB Team consisting of members from the Broad Institute (Cambridge, MA, USA) and University of California, San Diego, (CA, USA) [https://www.gsea-msigdb.org/gsea/index.jsp, accessed on 20 November 2017] and the DAVID Functional Annotation Clustering Tool 2021 developed by Laboratory of Human Retrovirology and Immunoinformatics (Frederick National Laboratory for Cancer Research, Frederick, MD, USA) [http://david.abcc.ncifcrf.gov/summary.jsp, accessed on 14 June 2022].

### 2.12. Immunoblot Analysis

Cells were suspended in Laemmli sample buffer (125 mM Tris-HCl [pH 6.8], 20% glycerol, 4% sodium dodecyl sulfate [SDS], 5% 2-mercaptoethanol, and bromophenol blue) and boiled for 10 min at 100 °C. Immunoblot analysis was performed as described previously [11].

### 2.13. RNA Immunoprecipitation (RIP) Assay

RIP assay was performed as described previously [16,17]. Briefly, cells were crosslinked with formaldehyde at a final concentration of 0.3% for 5 min and quenched by glycine at a final concentration of 36 mM for 5 min at room temperature. After washing with PBS, cells were scraped and resuspended in hypotonic buffer (10 mM HEPES pH 7.9, 10 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA, 0.6% NP-40, 1 mM DTT, 1 mM PMSF, and 3 μg/mL of aprotinin). Nuclear pellets were collected by the centrifugation at 4 °C, 15,000 rpm for 15 min, and then resuspended in RIP buffer (150 mM KCl, 25 mM Tris–HCl pH 7.4, 5 mM EDTA, and 0.5% NP-40) and lysed by 10 strokes with a 26G needle. Nuclear extracts were centrifuged at 15,000 rpm for 15 min at 4 °C, and the supernatants were mixed with an anti-ERα antibody (H-184; Santa Cruz Biotechnology) or a control rabbit IgG and rotated overnight at 4 °C. ERα-RNA complexes were precipitated using Protein G Sepharose 4 Fast Flow (Cytiva, Marlborough, MA, USA), and bead-conjugated RNAs were eluted using Sepasol-RNA I Super G (Nacalai Tesque, Kyoto, Japan).

### 2.14. Luciferase Assay

Cells (50,000 cells/well in a 24-well plate) cultured in the hormone-depleted medium for 1 day were transfected with the following luciferase vectors together with Lipofectamine 2000 reagent (Thermo Fisher Scientific): *Firefly* luciferase vectors (psiCHECK2 vector [Promega Corporation, Fitchburg, WI, USA] or ERE-luciferase vectors, 300 ng each) and *Renilla*-expressing vector (10 ng). Cells were treated with either 10 nM of E_2_ for 24 h and harvested 48 h after transfection and luciferase activities were evaluated using the Dual-Luciferase reporter assay system (Promega Corporation) on the TriStar2 S LB942 system (Berthold Technologies GmbH KG & CO, Bad Wildbad, Germany).

### 2.15. Statistical Analysis

Statistical analysis was performed using Excel Statistics 2010 (add-in software for Microsoft Excel) (SSRI Co., Ltd., Tokyo, Japan). The correlation between *BNAT1* status and clinicopathological factors was evaluated by the Student’s *t*-test or Pearson’s chi-squared (χ^2^) test. Distant disease-free survival curve was generated by the Kaplan–Meier method and the *p*-value was evaluated by the log-rank test. Candidates of affecting factors on distant disease-free survival were evaluated by univariate Cox proportional regression analysis. Only significant factors in the univariate analysis were used for multivariate Cox proportional regression analysis, and significance was determined at *p*-value < 0.05 following Bonferroni correction. Statistical significance in in vitro and in vivo experiments was determined by the Student’s *t*-test or analysis of variance, respectively. All the data in the text and figures are presented as means ± standard error of the mean (SEM).

## 3. Results

### 3.1. Identification of the Estrogen-Inducible LncRNA BNAT1

While some *cis*-acting enhancer-associated lncRNAs were previously identified in ER-positive breast cancer cells (e.g., lncRNAs in *CCND1* promoter [9]), little is known in terms of lncRNAs that are activated by ERα and that directly activate ERα signaling. To dissect novel estrogen-dependent lncRNAs in breast cancer cells, we performed RNA-sequencing (RNA-seq) in ER-positive MCF7 cells treated with 17β-estradiol (E_2_, 100 nM), E_2_ (100 nM) with OH-tamoxifen (OHT, 1 µM), or a control vehicle for 4 h. Cells were maintained in hormone-deprived culture medium for 2 days prior to ligand treatment. Previous studies by Prof. Lee Kraus’ and Prof. Rosenfeld’s groups defined estrogen-induced “active enhancers” in MCF7 cells [6,7,8]. Among 1248 E_2_-upregulated active enhancers, we focused on 66 clusters including at least 3 active enhancers per a region, with a distance between 2 adjacent enhancers ≤ 25 kb (Table S1). We expected to identify functional estrogen-inducible lncRNAs from these active enhancer cluster regions, because the previous screening of target genes for ERα or the androgen receptor was often performed with a range of 20–100 kb from the receptor binding sites [18,19]. In the screening of significant E_2_-inducible lncRNAs in the vicinity of active enhancer cluster regions based on RNA-seq data, we discovered a substantial E_2_-upregulated transcript derived from a genomic region including a functional ER-binding site (ERBS), which is located in the proximal upstream region of the *COL18A1* gene in the antisense direction based on the ENCODE dataset of chromatin immunoprecipitation sequencing (ChIP-seq) in E_2_-treated endometrial cancer ECC cells retrieved in the UCSC Genome Browser (hg19, chr21:46823868–46824171, GEO accession number: GSM 803422) (Figure 1A). Although no annotated transcript was identified in the RefSeq database, several EST transcripts have been identified in the vicinity of the region (Figure 1A).

We designated the E_2_-inducible lncRNA identified in this region as “*breast cancer natural antisense transcript 1*”, or *BNAT1*. The RNA-seq read tags showed that the sequence of *BNAT1* corresponds to the reverse complement of the expressed sequence tag (EST) BU733485 identified in either E_2_-treated or control MCF7 cells (Figure S1A). The GC content of the identified sequence for *BNAT1* is 62%. The transcript includes a particular GC-rich sequence in its 5′-terminal region, whereas it includes an AT-rich sequence in its 3′-terminal region (the GC content for the first and last 50-nt is 76% and 24%, respectively). In silico analysis for RNA secondary structure predicts a stem and loop secondary structure for *BNAT1* (Figure S1B), based on minimum free energy prediction in the RNAfold web server operated by the University of Vienna [http://rna.tbi.univie.ac.at//cgi-bin/RNAWebSuite/RNAfold.cgi, accessed on 29 August 2022]. Intriguingly, the RNA contains a canonical ER binding motif in its sequence (highlighted in yellow in Figure S1A) as analyzed by the JASPAR database for curated and non-redundant transcription factor (TF) binding profiles [https://jaspar.genereg.net/, accessed on 29 August 2022]. A recent study by Prof. Ruggero and colleagues further revealed that ERα is a non-canonical RNA-binding protein (RBP), which preferentially binds to a 5-nt motif sequence U[A/G]AU [C/U] as determined by ERα ultraviolet radiation cross-linking and immunoprecipitation (CLIP) [20]. We found that the *BNAT1* sequence included two ERα-bound consensus motifs as highlighted in green in Figure S1A.

The expression of *BNAT1* was rapidly induced by E_2_ treatment in ER-positive MCF7 cells (Figure 1B). We have previously generated OHT-resistant MCF7 (OHTR) cells under ≥3-month culture of MCF7 cells in OHT-containing medium [10]. Notably, *BNAT1* expression was upregulated in OHTR cells compared with the parental MCF7 cells (Figure 1C), suggesting that the transcript plays a pathophysiological role in the progression of hormone-dependent breast cancers.

### 3.2. Correlation between BNAT1 Expression Levels and Clinicopathologic Characters in ER-Positive Breast Cancers

We next investigated whether *BNAT1* is expressed in ER-positive clinical breast cancers and whether it is associated with the prognoses of patients. We examined *BNAT1* expression in 115 clinical breast cancer specimens that were excised from patients as primary breast cancer tissues and previously defined as ER-positive by an immunohistochemical study [11]. As analyzed by in situ hybridization (ISH) for *BNAT1*, we found that intense ISH signals were often detected in the nucleus and cytoplasm of solid tumor lesions and were determined as ISH positive (Figure 2A,B), whereas weak or negative signals were shown in non-cancerous regions around benign mammary ducts (Figure 2C). Based on the abovementioned criteria for ISH positivity, 49 and 66 of the 115 patients (43%) had tumors with a positive and negative ISH signal of *BNAT1*, respectively (Table 3). *BNAT1* positivity was significantly associated with pathological T factor (pT; *p* = 0.017) (Table 3). We next assessed the relationship between *BNAT1* positivity and the clinical prognosis of breast cancer patients. *BNAT1* positivity was significantly correlated with poorer distant disease-free survival based on analysis by Kaplan–Meyer plot analysis (Figure 2D). The correlation between *BNAT1* positivity and overall survival was not determined because no patients with a *BNAT1*-negative tumor died during the observation period.

Univariate analysis using the Cox proportional hazard model showed that *BNAT1* status could be a significant prognostic factor, along with known prognostic factors pN (pN0–1 versus pN2–3) and pT (pT1 versus pT2–4) status, based on pathological TNM stage for distant disease-free survival (Table 4). Multivariate analysis of Cox regression model was performed among pN, pT, and *BNAT1* status as these factors were statistically significant in univariate analysis. Multivariate analysis showed that *BNAT1* ISH positivity and pN status were independent prognostic factors for distant disease-free survival (Table 4).

### 3.3. BNAT1 Silencing Represses Cell Proliferation whereas It Promotes Apoptosis in Estrogen-Sensitive and Endocrine-Resistant Breast Cancer Cells

To understand the function of *BNAT1* in ER-positive breast cancer cells, we transfected siRNAs targeting *BNAT1* to estrogen-sensitive MCF7 and endocrine-resistant model OHTR cells. The siRNAs targeting *BNAT1* si*BNAT1* #A and #B could substantially downregulate *BNAT1* expression in MCF7 and OHTR cells (Figure 3A and Figure S2A). *BNAT1* silencing significantly suppressed the proliferation of these cells (Figure 3B and Figure S2B) and decreased the percentages of S-phase cells (Figure 3C and Figure S2C). Moreover, siRNA-mediated *BNAT1* knockdown increased the percentages of apoptosis-related annexin V-positive fractions (Figure 3D and Figure S2D). We further generated OHTR-derived xenograft models from female nude mice and evaluated the therapeutic effects of siRNAs targeting *BNAT1* (Figure S2E). siRNAs were intratumorally injected twice weekly into nude mice inoculated with OHTR cells from the time point when the xenografted tumors reached a volume of 150 mm^3^. si*BNAT1* injection significantly suppressed the growth of OHTR-derived xenograft tumors (Figure S2E). The administration of siRNAs specific to *BNAT1* could reduce the in vivo tumor growth of OHTR-derived xenografts, thus exhibiting their therapeutic effects on endocrine-resistant breast cancer.

### 3.4. BNAT1 Silencing Represses Estrogen Signaling and BNAT1 Preferentially Binds to ERα

To determine the effects of *BNAT1* in ER-positive breast cancer biology, we performed microarray analysis in MCF7 cells transfected with either si*BNAT1* #A, si*BNAT1* #B, or control siRNA (siControl). 

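MCF7 is an ER-positive human breast cancer cell line whose growth depends on estrogen. Total RNA from cells treated with siControl, si*BNAT1* #A or si*BNAT1* #B was hybridized to Clariom D arrays, which cover coding and noncoding transcripts. The sample labels give a treatment of 48 h. The methods give 10 nM of siRNA for the cells used in qRT-PCR, cell cycle and apoptosis assays, and the text on the arrays names no concentration. There was 1 array for each of the 3 conditions, so no difference between them has a replicate check. Differences are described by their fold change versus siControl, and both fold changes share the single siControl array. According to the submitters' processing notes, the authors made the values with RMA in Affymetrix Expression Console. RMA subtracts background, normalizes the arrays by quantiles and summarizes the probes of each probe set on the log2 scale. The deposited log2 values covered 138745 probe sets, of which 2995 were control probe sets and the rest transcript clusters. The median log2 value was 3.77 on the siControl array, 3.78 on the si*BNAT1* #A array and 3.78 on the si*BNAT1* #B array. The values reached 19.9, and 1509, 1523 and 1530 probe sets of these arrays lay above 16, the log2 limit of a 16-bit scanner. The step that places values above this limit is not given in the sources used here, and how far it stretches fold changes is unknown. The 23 background probe sets had a median of 2.69 on each array, so clusters near this level carried little signal. In total, 10.3% of the probe sets had exactly equal values on 2 or more of the arrays. The platform annotation gave 1 gene symbol for 36176 clusters, several for 1119 clusters and none for the remaining 101450 probe sets. For statements on genes, each of 33616 genes was represented by its brightest cluster with 1 symbol. Gene lists were fixed before the data were examined. Some of them, such as mitosis, adhesion and wound healing, follow terms that the paper reports from these same arrays. Their ranks are therefore not independent of its results. The median of a list was set against 10000 random lists of the same size, matched on mean log2 value, as a description of these arrays. No transcript cluster was matched to *BNAT1* by position, so its knockdown was not checked on these arrays. The cluster annotated as *COL18A1-AS1* had log2 values of 3.08 with siControl, 3.34 with si*BNAT1* #A and 3.08 with si*BNAT1* #B, close to background on every array.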

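At a fold change of 0.33 or lower versus siControl, 896 of the 138745 probe sets were lower with si*BNAT1* #A and 898 with si*BNAT1* #B. Of these, 566 and 558 were clusters with 1 gene symbol, and 65 and 99 were control probe sets. Control probe sets made up 2.16% of the whole table, a smaller share than among these called probe sets. Many probe sets were lower with a single siRNA. There were 185 genes at or below 0.33 with si*BNAT1* #A whose fold change with si*BNAT1* #B lay within 1.5-fold of siControl, and 102 genes for the reverse. The largest differences with si*BNAT1* #A alone were in *GREB1*, an estrogen-induced coactivator of ERα, in *SSB*, which encodes the RNA-binding La protein, in *EGR3*, an immediate early transcription factor, and in *ATP1B3*, a subunit of the sodium pump. Their fold changes were 0.0251, 0.0356, 0.0367 and 0.0660 with si*BNAT1* #A, compared with 1.06, 1.01, 0.758 and 1.06 with si*BNAT1* #B. With si*BNAT1* #B alone, the glycosyltransferase gene *B3GALNT1* was at 0.0728, *MCUB*, which encodes a subunit of the mitochondrial calcium uniporter, at 0.0830, the zinc finger gene *ZNF483* at 0.0958 and *GET1*, which acts in membrane insertion of tail-anchored proteins, at 0.102. With si*BNAT1* #A these genes had fold changes of 0.671, 1.17, 1.43 and 0.673. These differences rest on 1 array per siRNA.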

In terms of downregulated transcripts in MCF7 cells by *BNAT1* silencing (fold change ≤ 0.33 versus siControl treatment), we selected 663 and 653 transcripts from RNAs obtained from cells transfected with si*BNAT1* #A and #B, respectively, compared with RNA from siControl-treated cells (Figure 4A). Among the 239 transcripts commonly downregulated by si*BNAT1* #A and #B, Gene Ontology (GO) terms for biological processes related to cell proliferation, including cell division, mitotic sister chromatid segregation, and the cell cycle, were enriched based on the functional enrichment analysis by DAVID Functional Annotation Bioinformatics (Table 5). 

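The probe sets at or below 0.33 with both siRNAs numbered 313 and held 221 genes, and 16 of them were control probe sets. The genes with the largest differences, ranked by the smaller of the differences with both siRNAs, included *CENPF* and *KNL1*, which encode kinetochore proteins, *CDCA3*, a regulator of mitotic entry, *NEMP1* of the nuclear envelope and the histone genes *H2BC14*, *H1-3* and *H2AC8*. The log2 fold changes with si*BNAT1* #A and si*BNAT1* #B were -4.57 and -2.97 for *CENPF*, -2.95 and -3.61 for *KNL1*, and -3.18 and -3.66 for *CDCA3*. *NEMP1* had values of -3.52 and -3.19, and *H2BC14* of -3.72 and -4.79. The near-identical genes *FAM72A*, *FAM72B*, *FAM72C* and *FAM72D*, whose probes cannot be told apart with certainty, had log2 fold changes between -4.16 and -3.26. The histone pseudogene *H2AC10P*, with -3.47 and -4.30, is subject to the same limit.

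Of 103 measured genes of mitosis and chromosome segregation, 98 were at least 1.5-fold lower with both siRNAs and none was higher. Their median log2 fold change was -1.82 with si*BNAT1* #A and -2.88 with si*BNAT1* #B, and none of 10000 matched random lists had a median as low. The mitotic cyclin *CCNB2* had log2 fold changes of -2.94 and -2.90. In this list 65 genes were at or below 0.33 with both siRNAs, against a median of 2 and a maximum of 9 in the random lists. Of 49 replication-dependent histone genes, whose products package newly made DNA, 43 were lower with both siRNAs and none was higher. The list medians were -1.51 and -1.89, again below all random lists, and 22 of these genes were at or below 0.33 with both. *H2BC10* had log2 fold changes of -2.88 and -3.06, *H1-3* of -3.36 and -3.48, and *H2AC8* of -3.27 and -4.20. Histone genes of a cluster are similar in sequence, so members may share signal.

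Because both comparisons use the same siControl array, part of the overlap arises without any effect. In 100 simulated sets of 3 unchanged arrays, the overlap had a median of 182 probe sets and a maximum of 210, and independent lists of the observed sizes would share 5.80. The simulated lists were shorter than the observed ones, with medians of 644.5 and 647 probe sets for si*BNAT1* #A and si*BNAT1* #B, and a longer list shares more. The simulated noise was taken from the differences between the siRNA arrays, which include real differences, and part of the excess may come from the shared control.

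**Figure D1:**
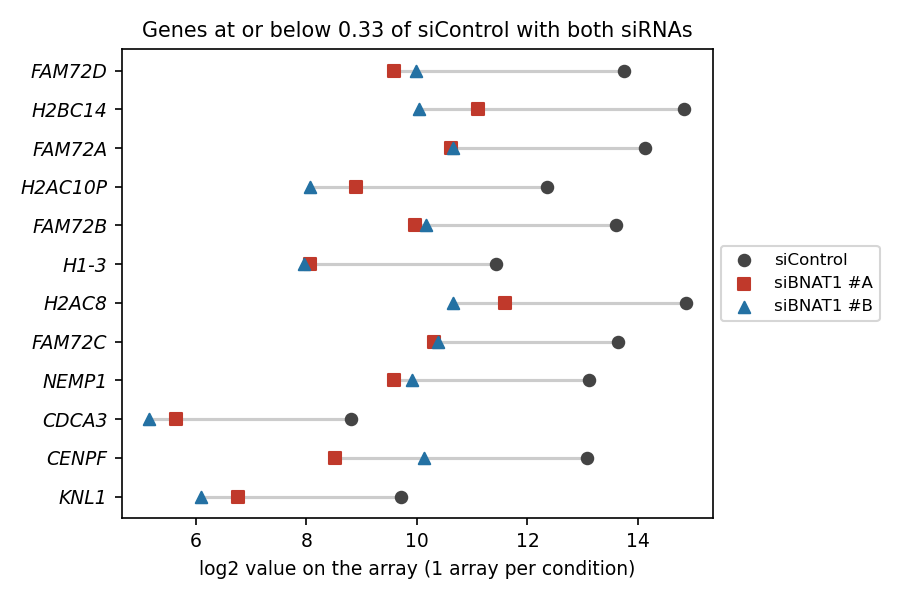
Log2 values of the 12 genes ranked first, by the smaller of the differences with both siRNAs, among those at or below 0.33 of siControl with both siRNAs. Each point is 1 array (circle, siControl; square, siBNAT1 #A; triangle, siBNAT1 #B), the grey lines join the arrays of a gene, and in each gene both siRNA arrays lie below the siControl array.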

In terms of upregulated transcripts by *BNAT1* silencing (fold change ≥ 3.0 versus siControl treatment), 440 and 286 transcripts from cells treated with si*BNAT1* #A and #B were selected, respectively, compared with cells treated with siControl (Figure 4B). 

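At a fold change of 3.0 or higher versus siControl, 740 probe sets were higher with si*BNAT1* #A and 498 with si*BNAT1* #B. Clusters without a gene symbol made up 330 and 236 of them, 351 and 209 were clusters with 1 symbol, and 46 and 47 were control probe sets. With si*BNAT1* #A alone 108 genes were higher, and with si*BNAT1* #B alone 45 genes. The largest differences with si*BNAT1* #A alone were in *VGLL1*, a cofactor of TEAD transcription factors, *TMEM40*, *NTN4*, a secreted netrin, and *CLIP4*. Their fold changes were 71.9, 15.1, 12.4 and 11.6, compared with 1.09, 1.10, 0.945 and 1.12 for si*BNAT1* #B. *VGLL1* had a log2 value of 2.47 with siControl, at the level of background, so its fold change has no firm base. With si*BNAT1* #B alone, the interferon-induced gene *IFIT1* had a fold change of 14.7, the creatine transporter gene *SLC6A8* of 5.09, the receptor phosphatase gene *PTPRG* of 4.92 and *CATSPERB* of 4.73. With si*BNAT1* #A the values were 0.770, 1.39, 1.21 and 1.14. *IFIT1* had low log2 values of 3.98 with siControl and 3.61 with si*BNAT1* #A, against a background median of 2.69.

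A set of 4 genes lay past the thresholds in opposite directions. *GPX2*, a glutathione peroxidase gene, *MLLT11*, *DSC2*, a desmosomal cadherin gene, and *ARHGAP31* were at 3.69, 3.30, 3.18 and 4.92 with si*BNAT1* #A and at 0.269, 0.147, 0.287 and 0.302 with si*BNAT1* #B. These 4 genes were picked out after their values were seen. The simulated unchanged arrays held a median of 3 such probe sets, with a range of 0 to 8. Their noise was taken from the differences between the siRNA arrays themselves, so a similar number is largely built in and decides nothing.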

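With both siRNAs, 160 probe sets holding 78 genes were at or above 3.0 of siControl, and 15 of the 160 were control probe sets. Ranked by the smaller of the differences with both siRNAs, *CDH18*, which encodes a cadherin, came first, with log2 fold changes of 4.24 with si*BNAT1* #A and 3.73 with si*BNAT1* #B. *ID3*, an inhibitor of basic helix-loop-helix transcription factors, had values of 5.51 and 2.87, and *NT5E*, an ectonucleotidase of the cell surface, of 4.94 and 2.84. *FILIP1L* had log2 fold changes of 4.16 and 3.00, *NAV3* of 2.82 and 3.49, and *KIAA0513* of 4.33 and 2.56. The palmitoyltransferase gene *ZDHHC20* stood at 2.78 and 3.00, the chondroitin sulfotransferase gene *CHST11* at 3.68 and 2.71, *STOM*, which encodes the membrane protein stomatin, at 2.71 and 2.99, and *TMEM150A* at 2.79 and 2.68. *NAV3* had a log2 value of 3.50 with siControl, close to background.

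Of 76 measured cell-cell adhesion genes, 15 were at least 1.5-fold higher with both siRNAs and none was lower, against a median of 3 and a maximum of 12 higher genes in matched random lists. The remaining 61 did not pass this rule with both. The list median was small, at a log2 fold change of 0.27 with si*BNAT1* #A and 0.12 with si*BNAT1* #B, and 0 and 135 of 10000 random lists reached these values. Besides *CDH18*, the immunoglobulin-like adhesion molecule *CADM1* had log2 fold changes of 1.94 and 2.18, the δ-catenin gene *CTNND2* of 1.59 and 1.78, and *JUP*, which encodes plakoglobin of desmosomes and adherens junctions, of 1.61 and 1.54. Of 44 wound healing genes, 5 were higher with both siRNAs and 1 was lower. Their median was 0.090 with si*BNAT1* #A and 0.19 with si*BNAT1* #B, and 594 and 14 of the random lists reached these values. The integrin subunit gene *ITGB6* had log2 fold changes of 3.08 and 2.65, the caveolin gene *CAV1* of 2.91 and 1.04, the urokinase gene *PLAU* of 2.41 and 0.95, and the annexin gene *ANXA3* of 2.83 and 0.78.

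The overlap of 160 probe sets lay below that of the simulated unchanged arrays sharing the siControl array, which had a median of 192.5 and a range of 167 to 222. The list sizes differ, with simulated medians of 669.5 probe sets for si*BNAT1* #A and 661 for si*BNAT1* #B against 740 and 498 observed, and a shorter list shares fewer probe sets. Independent lists of these sizes would share 2.66 probe sets. With clusters restricted to 1 per gene, 75 genes were at or above 3.0 with both.

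**Figure D2:**
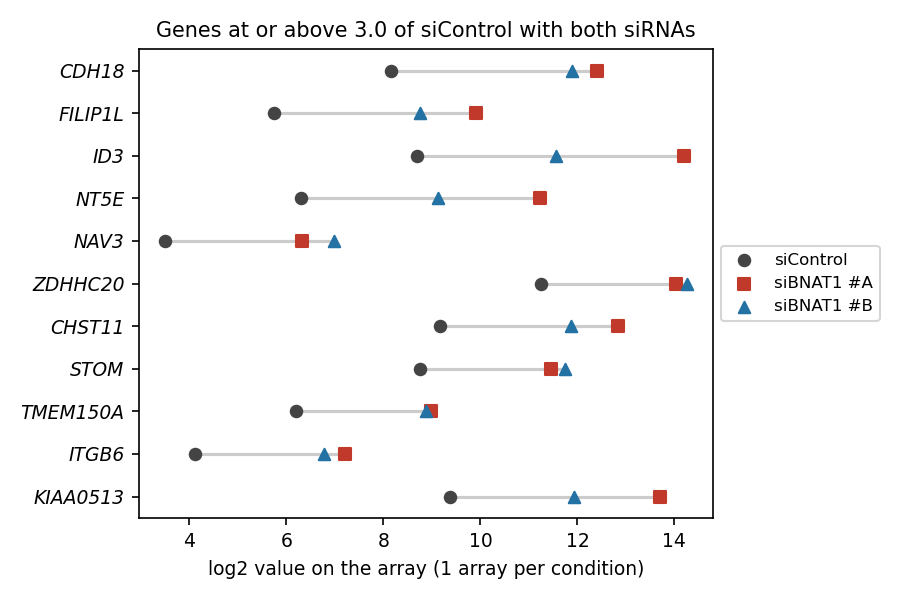
Log2 values of 11 of the 12 genes ranked first, by the smaller of the differences with both siRNAs, among those at or above 3.0 of siControl with both siRNAs. Each point is 1 array (circle, siControl; square, siBNAT1 #A; triangle, siBNAT1 #B), the grey lines join the arrays of a gene, and in each gene both siRNA arrays lie above the siControl array.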

Among the 100 transcripts commonly upregulated by si*BNAT1* #A and #B, we showed that GO terms related to cell-cell adhesion and wound healing were enriched as analyzed by DAVID (Table 6).

Moreover, pathway analysis based on Gene Set Enrichment Analysis among 34,246 genes showed that *BNAT1* silencing was remarkably associated with the repression of estrogen signaling and cell cycle-related pathways (Figure 4C).

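Most genes that drive DNA replication were lower with both siRNAs. Most estradiol-induced genes were lower with si*BNAT1* #A, whereas with si*BNAT1* #B most were near or above siControl. The gene sets of the published pathway analysis were not used here, and lists of known members fixed beforehand stand in for them. Of 52 measured genes of DNA replication and the G1/S transition, 47 were at least 1.5-fold lower with both siRNAs and none was higher. Their median log2 fold change was -1.55 with si*BNAT1* #A and -2.79 with si*BNAT1* #B, and none of 10000 matched random lists had a median as low. *DTL*, which directs the degradation of replication licensing factors, had log2 fold changes of -2.60 and -5.88, and the licensing inhibitor *GMNN* of -2.57 and -3.49. *FANCI*, a DNA repair gene, had values of -2.58 and -3.43, and *RFC5*, a subunit of the clamp loader, of -2.50 and -2.75.

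Of 46 measured estradiol-induced target genes of ERα, 30 were at least 1.5-fold lower and 3 higher with si*BNAT1* #A, while 7 were lower and 10 higher with si*BNAT1* #B. Those lower with both siRNAs numbered 7, and 2 were higher with both. No matched random list had more than 21 genes lower with si*BNAT1* #A. With si*BNAT1* #B the random medians were 6 lower and 6 higher, and 790 of 10000 random lists reached 10 higher. For both siRNAs the random medians were 3 lower and 3 higher, and 370 random lists reached 7 lower. The counts with si*BNAT1* #B and with both siRNAs therefore do not stand clear of random lists. The list median was -1.06 with si*BNAT1* #A, below all 10000 random lists, and 0.27 with si*BNAT1* #B, a value that 17 random lists reached. Over both siRNAs, with the log2 fold changes of each gene averaged, the median was -0.42, below all 10000 random lists. The members lower with both siRNAs that ranked first by the smaller of the differences were *MYBL1*, with log2 fold changes of -4.22 and -2.48, *XBP1*, *PKIB*, with -2.79 and -1.22, and the RAS-like gene *RERG*, with -2.50 and -1.05. *CCND1*, which encodes cyclin D1, was at 0.362 and 0.501 of siControl. Other members, chosen after their values were seen as textbook ERα targets, differed between the siRNAs. The progesterone receptor gene *PGR* had values of -1.37 and 0.33, the trefoil factor gene *TFF1* of -1.06 and 0.047, *PDZK1* of -4.44 and 0.64, *MYB* of -3.33 and 1.15, and *MYC* of -1.35 and 0.76. *ESR1*, which encodes ERα, had a log2 value of 9.74 with siControl, 8.41 with si*BNAT1* #A and 10.03 with si*BNAT1* #B, that is, log2 fold changes of -1.32 and 0.30. The median difference of si*BNAT1* #A minus si*BNAT1* #B over the list was -1.32, below all 10000 random lists. This describes these arrays, and with 1 array for each siRNA the difference has no replicate test.

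Across all probe sets, Pearson's r between the log2 fold changes of the 2 siRNAs was 0.501 and Spearman's rho 0.461, where probe sets are not independent replicates. The simulated unchanged arrays sharing the siControl array gave an r of 0.500, with a range of 0.490 to 0.508. An r near 0.500 follows from drawing equal noise for 3 arrays that share 1 control. The match with the observed r therefore does not show how much of the agreement the shared control explains. The covariance was 0.110, and also 0.110 in the simulated arrays, with a difference of 0.000175. The simulated covariance is set by the differences between the siRNA arrays, which include real differences, so it decides nothing either. From the GSEA of these arrays, the paper states that *BNAT1* silencing was associated with repression of estrogen signaling and cell cycle-related pathways (Figure 4C), and it then examined *ESR1* and *CCND1* by qRT-PCR (Figure 5).

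**Figure D3:**
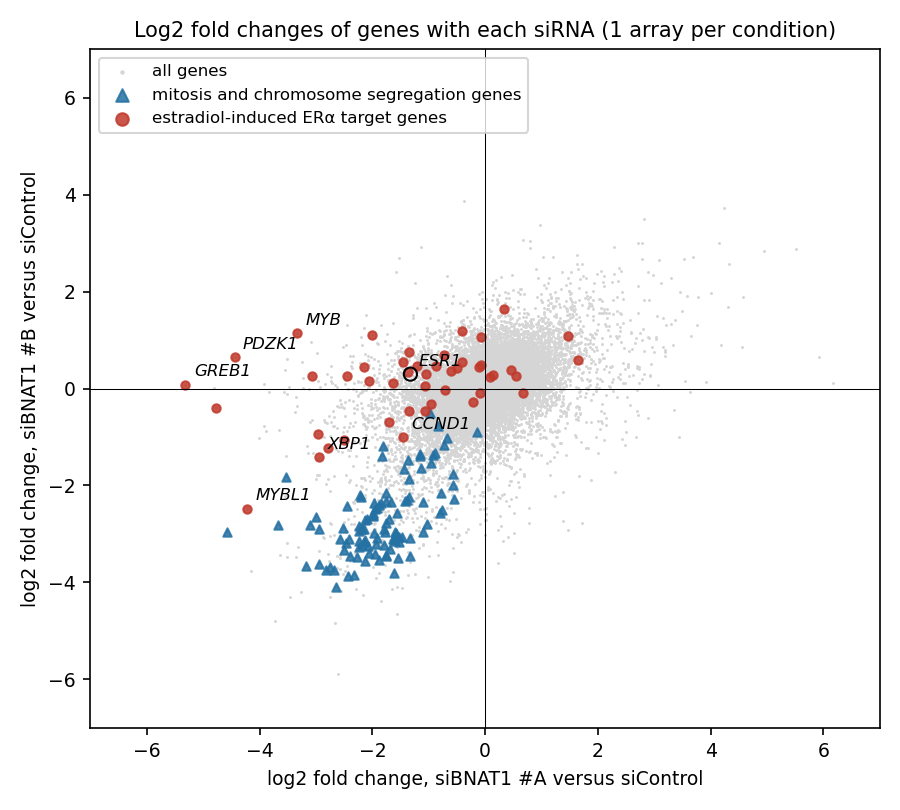
Log2 fold changes versus siControl with siBNAT1 #A (horizontal axis) and siBNAT1 #B (vertical axis), 1 point per gene and 1 array per condition. Mitosis and chromosome segregation genes (triangles) lie below 0 on both axes, with medians of -1.82 and -2.88, while estradiol-induced ERα target genes (filled circles) have medians of -1.06 and 0.27; the open circle is *ESR1*.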

We next examined whether *BNAT1* silencing influences ERα expression. We showed that si*BNAT1*s substantially downregulated the *ESR1* mRNA level (Figure 5A and Figure S3A) as well as the ERα protein level (Figure 5B and Figure S3B) in MCF7 and OHTR cells. Among the genes involved in the estrogen signaling pathway, we showed that *CCND1* expression was significantly downregulated in MCF7 and OHTR cells transfected with si*BNAT1* #A or #B compared with those transfected with siControl (Figure 5C and Figure S3C). We questioned whether *BNAT1* directly binds to the ERα protein. We showed that *BNAT1* expression was remarkably enriched in RNA samples obtained from MCF7 cells immunoprecipitated by an anti-ERα antibody compared with a nonimmune IgG (Figure 5D). In a luciferase assay based on an estrogen response element reporter gene, the E_2_-dependent ERα transactivation activity in MCF7 cells transfected with si*BNAT1* #A or #B was significantly decreased compared with that in cells transfected with siControl (Figure 5E). Taken together, *BNAT1* can physically interact with ERα and the silencing of *BNAT1* downregulates ERα expression, leading to the repression of estrogen signaling in ER-positive breast cancer cells.

## 4. Discussion

In the screening of estrogen-inducible lncRNAs in ER-positive breast cancer cells, we identified a novel RNA *BNAT1* in the proximal promoter region of *COL18A1*. In situ hybridization analysis showed that *BNAT1* positivity in ER-positive breast cancer tissues was significantly correlated with poorer patient prognosis in comparison to *BNAT1* negativity. *BNAT1* positivity was an independent prognostic factor for ER-positive breast cancer patients based on multivariate analysis. The siRNA-mediated *BNAT1* silencing in ER-positive MCF7 cells as well as in tamoxifen-resistant OHTR cells exhibited the inhibition of cell proliferation and cell cycle progression, and the promotion of apoptosis. In the OHTR-derived xenograft model, the intratumoral injection of *BNAT1*-specific siRNA significantly repressed in vivo tumor growth. Microarray analysis in MCF7 cells showed that *BNAT1* silencing repressed estrogen signaling and endocrine therapy resistance based on GSEA pathway analysis. We showed that *BNAT1*-specific siRNAs significantly downregulated the expression of *CCND1*, a prototypic ERα target gene that drives cell cycle progression [21]. Notably, CCND1 is often abundantly expressed or amplified in ER-positive breast cancer [22]. Because high expression of CCND1 was reported to be associated with poor prognosis in a subset of ER-positive breast cancer patients [23], we assume that *BNAT1* silencing may be applied to alternative therapeutic options for endocrine-resistant breast cancers through the inhibition of the CCND1-dependent cell proliferation pathway. Moreover, RNA immunoprecipitation for ERα in MCF7 cells showed that *BNAT1* is an RNA that physically binds to ERα protein, and *BNAT1* silencing suppressed estrogen-dependent ERα transactivation as analyzed by luciferase assay using a reporter gene including an estrogen response element. Overall, *BNAT1* is a functional lncRNA that regulates ERα transcriptional activity and contributes to estrogen-dependent cell proliferation and tumor formation in ER-positive breast cancer.

In ER-positive breast cancer cells, endocrine therapy resistance often occurs through the enhancement of estrogen signaling, which can be brought on by factors such as ERα overexpression/amplification, acquired gain-of-function mutations of ERα, and altered interactions between ERα and coregulators [24]. We assume that the consensus sequence for the ERα-binding motif in *BNAT1* may facilitate ERα transactivation at the promoters/enhancers of ERα target genes including *ESR1* itself through the amplification of ERα protein recruitment to ERα binding sites in open chromatin regions, leading to the formation of transcriptional active complexes including ERα-related coactivators.

We previously showed that *TMPO-AS1* is a proliferative-related lncRNA in breast cancer and can be a prognostic factor for patients with breast cancer [11,25]. In ER-positive breast cancer cells, *TMPO-AS1* is considered to prolong the stability of *ESR1* mRNA by physically binding to *ESR1* mRNA through its complementary sequence [11]. *TMPO-AS1* was also overexpressed in tamoxifen-resistant OHTR cells compared with parental MCF7 cells and the silencing of *TMPO-AS1* could repress the in vivo tumor growth derived from OHTR cells [11]. In contrast to *TMPO-AS1*, our RIP analysis showed that *BNAT1* may physically interact with the ERα protein, putatively providing a scaffold for the transcriptional activation of ERα complexes. ERα has been recently defined as a functional RBP, which modulates post-transcriptional regulation [20]. For example, ERα RNA-binding is important for the alternative splicing of transcription factor X-box binding protein (XBP1), and the short-spliced isoform of XBP1 (*XBP1s*) was shown to be overexpressed in tamoxifen-resistant MCF7 cells [20]. In contrast to XBP1, ERα RNA-binding also regulates the translation of the *eIF4G2* and *MCL1* mRNAs, whereas it does not initially alter the expression of these mRNAs [20]. Notably, we found that the expression of *XBP1s* (NM_001079539) was remarkably downregulated, whereas the expression of *eIF4G2* and *MCL1* mRNAs was stable or rather upregulated in MCF7 cells treated by si*BNAT1* versus siControl in our microarray analysis. 

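*XBP1*, an ERα target that encodes a transcription factor of the unfolded protein response, had a log2 value of 14.71 with siControl, 11.77 with si*BNAT1* #A and 13.29 with si*BNAT1* #B. Its fold changes were 0.130 and 0.374. This transcript cluster is assigned to the gene as a whole, so the values do not separate the spliced isoform *XBP1s*, for which no value is given. *MCL1*, an anti-apoptotic member of the BCL2 family, had fold changes of 2.95 with si*BNAT1* #A and 1.29 with si*BNAT1* #B, from a log2 value of 13.78 with siControl. *EIF4G2* was covered by a cluster that the annotation assigns to both *EIF4G2* and the small nucleolar RNA *SNORD97*. The fold changes of that shared cluster were 1.70 and 1.19. Of 38 measured targets of XBP1 and genes of the unfolded protein response, 3 were at least 1.5-fold lower with both siRNAs and 3 were higher, while 32 passed in neither direction. The list medians of -0.029 with si*BNAT1* #A and -0.033 with si*BNAT1* #B lay within the central 95% of matched random lists. *EDEM1*, an XBP1 target in the degradation of misfolded glycoproteins, had log2 fold changes of -1.48 and -1.42, *KDELR3*, a receptor that retrieves endoplasmic reticulum proteins, of -3.65 and -0.85, and the chaperone gene *DNAJB11* of -0.71 and -0.74. *SDF2L1*, with -0.66 and -0.48, did not pass the 1.5-fold rule with si*BNAT1* #B. The 3 higher genes, named after their values were seen, were *SEC61A1*, a subunit of the translocation channel, with 2.34 and 1.88, *EDEM2*, with 1.30 and 1.18, and the asparagine synthetase gene *ASNS*, with 0.66 and 0.69. None of the list was at or below 0.33 with both siRNAs and 1 was at or above 3.0 with both. From the values of *XBP1s*, *EIF4G2* and *MCL1*, the paper proposes that *BNAT1* may contribute to ERα RNA binding and ERα-mediated RNA metabolism.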

The transcriptomic study may indicate that *BNAT1* may contribute to ERα RNA binding and ERα-mediated RNA metabolism in ER-positive breast cancer.

It has been recently shown that a cluster of *ESR1*-associated lncRNAs, or *ESR1* locus enhancing and activating non-coding RNAs (*Eleanors*), were transcribed from a large chromatin domain containing the *ESR1* locus and the expression of *Eleanors* was particularly upregulated in long-term estrogen deprivation (LTED) MCF7-derived cells [26]. Such a cluster of lncRNAs may also contribute to the formation of topologically associating domains (TADs) [27]. Moreover, the *ESR1*-*Eleanor* TAD on 6q25 can interact with another transcriptionally active TAD that transcribes *FOXO3* on 6q21, and the expression of *Eleanor* contributes to the long-range chromatin interaction between *ESR1* and *FOXO3* in LTED cells [27]. While *BNAT1* is located on chromosome 21, questions may arise as to whether other *ESR1*-modulating factors on different chromosomes including *TMPO-AS1* and *Eleanors* contribute to the expression of *BNAT1* in breast cancer cells. Further studies may define the role of *BNAT1* in differential chromosomal interactions in ER-positive endocrine-resistant breast cancer cells.

## 5. Conclusions

This study showed the pathophysiological role of a novel estrogen-inducible lncRNA *BNAT1* in ER-positive and endocrine-resistant breast cancer cells. *BNAT1* ISH positivity was significantly correlated with the prognoses of patients with ER-positive breast cancers. *BNAT1* silencing inhibited in vitro and in vivo growth of endocrine-resistant breast cancer cells by repressing ERα expression and signaling. Our findings indicate that *BNAT1* could be a promising diagnostic and therapeutic factor for ER-positive and endocrine-resistant breast cancers.

## Figures and Tables

**Figure 1:**
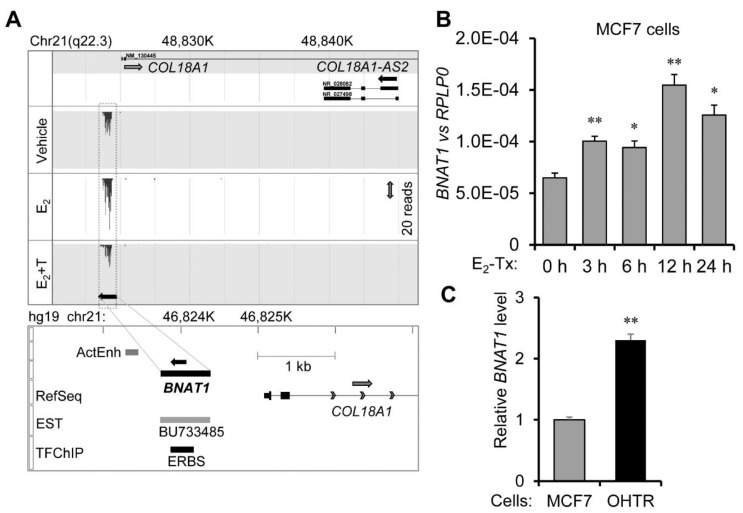
Estrogen-inducible lncRNA *breast cancer natural antisense transcript 1* (*BNAT1*) is transcribed from the promoter region of *COL18A1* and expressed in estrogen receptor (ER)-positive breast cancer cells. (**A**) Mapping of RNA-seq read tags from MCF7 cells to the antisense strand adjacent to the *COL18A1* locus in chromosome 21q22.3. *BNAT1* expression was enhanced in MCF7 cells with 17β-estradiol (E_2_, 100 nM) treatment for 4 h in comparison to vehicle or E_2_ (100 nM) + T (OH-tamoxifen, 1 µM) treatment for 4 h. ActEnh, a cluster region including at least three E_2_-upregulated active enhancers (previously defined in MCF7 cells by refs. [6,7,8], *n* = 1248) with a distance between two adjacent enhancers ≤ 25 kb. Detailed information is described in Table S1. ERBS, a functional ER-binding site (ERBS) defined by the ENCODE dataset of ChIP-seq in E_2_-treated endometrial cancer ECC cells (GEO accession number: GSM803422). (**B)** E_2_ (100 nM)-dependent upregulation of *BNAT1* in MCF7 cells. (**C**) *BNAT1* was overexpressed in OH-tamoxifen-resistant MCF7 (OHTR) cells compared with parental MCF7 cells. *, *p* < 0.05; **, *p* < 0.01.

**Figure 2:**
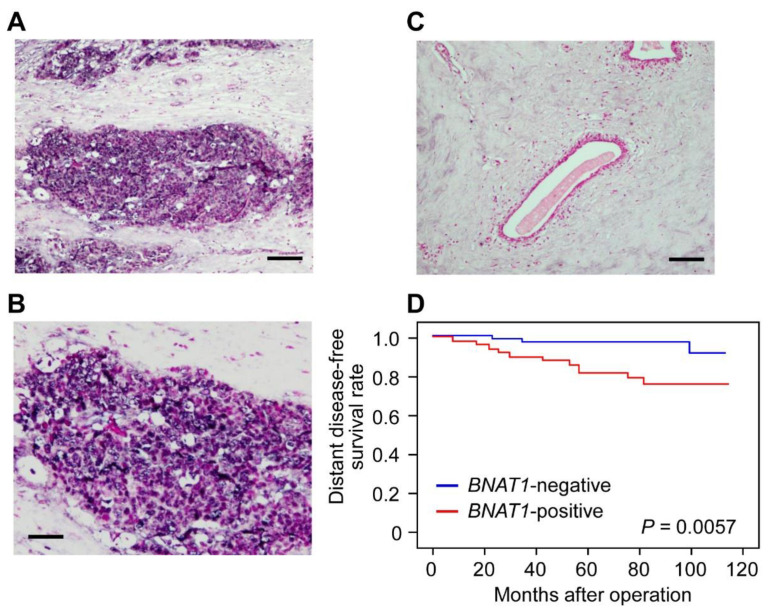
*BNAT1* expression in breast cancer tissues were positivity correlated with poor prognoses of the patients. (**A**–**C**) Representative results of in situ hybridization (ISH) analysis for *BNAT1* in malignant (**A** for low magnitude, **B** for high magnitude) and benign (**C**) mammary tissues. Scale bars, 100 μm for **A**, **C**, 50 μm for **B**. (**D**) Kaplan–Meier plot analysis showing the relationship between *BNAT1* ISH signals in cancer tissues and distant disease-free survival of breast cancer patients (blue, ISH negative, *n* = 66; red, ISH positive, *n* = 49).

**Figure 3:**
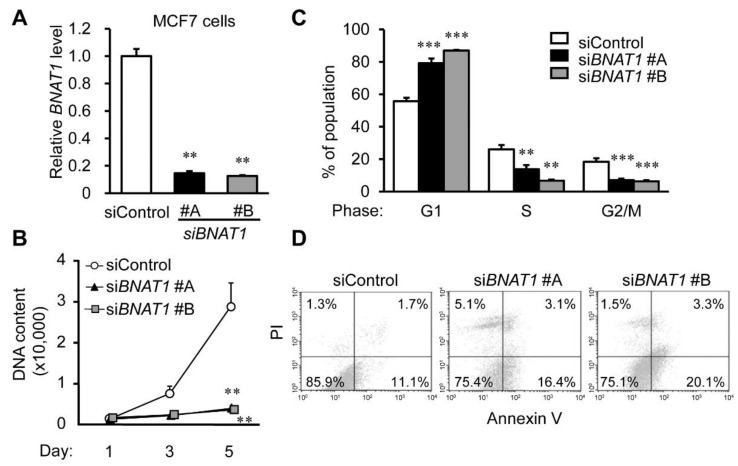
*BNAT1* silencing represses the viability and cell cycle progression, whereas it promotes apoptosis of hormone-refractory breast cancer cells. (**A**) Knockdown efficiency of *BNAT1* siRNAs (si*BNAT1*s) #A and #B compared with control siRNA (siControl) in MCF7 cells analyzed by qRT-PCR (*n* = 3). (**B**) The viability of MCF7 cells treated with indicated siRNAs, analyzed by DNA assay. Values are presented as means ± SEM versus levels for siControl in each cell type (*n* = 5). (**C**) Cell cycle distribution of siRNA-treated MCF7 cells stained with propidium iodide (PI) analyzed by flow cytometry. Percentages of cell populations in G1, S, and G2/M phases are shown (*n* = 3). (**D**) Percentages of annexin V-positive populations in MCF7 cells treated with the indicated siRNAs, analyzed by flow cytometry (*n* = 3). **, *p* < 0.01; ***, *p* < 0.001.

**Figure 4:**
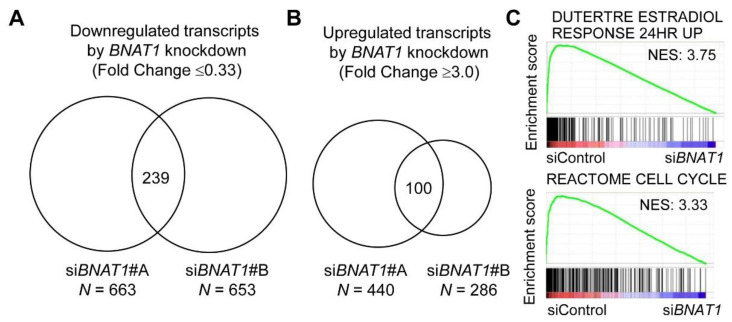
Differentially expressed transcripts in MCF7 cells treated with *BNAT1*-specific siRNAs versus control siRNA. (**A**) Downregulated transcripts by si*BNAT1* #A or #B versus siControl with a fold change ≤ 0.33. (**B**) Upregulated transcripts by si*BNAT1* #A or #B versus siControl with a fold change ≥ 3.0. (**C**) Gene Set Enrichment Analysis (GSEA) plots for dominant pathways in MCF7 cells treated with si*BNAT1*s #A and #B versus siControl, including the signaling for estradiol response and endocrine therapy resistance.

**Figure 5:**
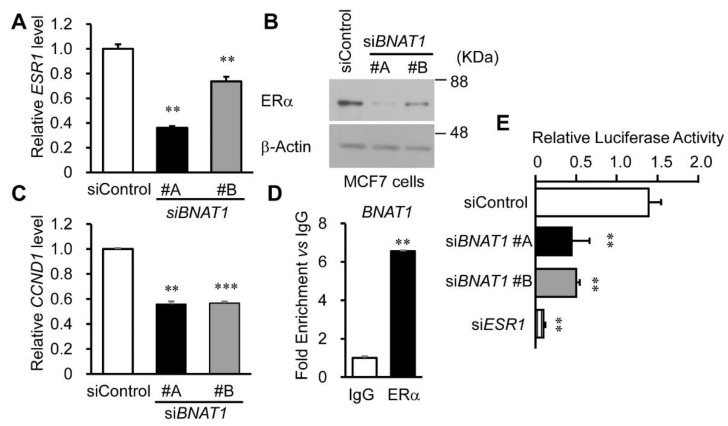
*BNAT1* silencing attenuates ERα expression and signaling in MCF7 cells (**A**) Downregulation of *ESR1* expression in MCF7 cells treated with si*BNAT1*s. Relative RNA levels are presented as mean fold changes ± SEM versus levels for siControl (*n* = 3). (**B**) Immunoblotting of ERα protein in MCF7 cells treated with si*BNAT1*s. (**C**) Effect of *BNAT1* silencing on the *CCND1* level in MCF7 cells. Relative RNA levels are presented as mean fold changes ± SEM versus levels for siControl (*n* = 3). (**D**) ERα protein physically interacts with *BNAT1* in MCF7 cells. RNA immunoprecipitation assay was performed using an anti-ERα antibody or a normal rabbit IgG. *BNAT1* mRNA level was analyzed by qRT-PCR. The fold enrichment relative to IgG was shown as means ± SEM (*n* = 3). (**E**) *BNAT1* silencing suppresses E_2_ (10 nM, 24 h)-dependent estrogen-responsive element (ERE)-based luciferase activity in MCF7 cells. Relative luciferase activity, determined by the normalization of *Firefly* luciferase value to *Renilla* luciferase value, are presented as mean fold changes ± SEM versus levels for siControl (*n* = 3). si*ESR1*, *ESR1*-specific siRNA. **, *p* < 0.01; ***, *p* < 0.001.

**Table 1:** Primers used in this study.

Gene	Forward Primer	Reverse Primer
*BNAT1*	GCCAGGGCTCATCTCCTATG	GGAGATCAGGGAGACTGGAGACT
*RPLP0*	CCACGCTGCTGAACATGCT	GATGCTGCCATTGTCGAACA
*ESR1*	AGACGGACCAAAGCCACTTG	CCCCGTGATGTAATACTTTTG
*CCND1*	TGCCCTCTGTGCCACAGAT	CCGCTGCCACCATGGA

**Table 2:** siRNAs used in this study.

siRNA	Sense	Antisense
*siBNAT1 #A*	GCACUGUGAGGAAGGAAAUTT	AUUUCCUUCCUCACAGUGCTT
*siBNAT1 #B*	GGACCAAACAGCGUAGUCUCC	AGACUACGCUGUUUGGUCCAG
*siESR1*	GCCUAGCUUGCCGUAAUGAUU	UCAUUACGGCAAGCUAGGCAA

**Table 3:** Association between *BNAT1* status and clinicopathological factors in 115 ER-positive breast carcinomas.

Parameter	*BNAT1* Status		*p*-Value
	+ (*n* = 49)	– (*n* = 66)	
**Age ^1^ (years)**	52.7 ± 1.7	53.3 ± 1.4	0.78
Stage			
I	19	40	
II	26	24	
III	4	2	0.054
Pathological T factor (pT)			
pT1	24	18	
pT2–4	25	48	**0.017**
Pathological N factor (pN)			
pN0–1	34	54	
pN2–3	15	12	0.12
Histological grade			
1–2	43	57	
3	6	9	0.83
HER2 status			
Positive	7	6	
Negative	42	60	0.38

^1^ Data are presented as means ± SEM. All other values represent the number of cases. *p*-value < 0.05 and 0.05 ≤ *p*-value < 0.10 were significant (in bold) and borderline significant (in italics), respectively.

**Table 4:** Univariate and multivariate analyses of distant disease-free survival in 115 ER-positive breast cancer patients.

Variable	Univariate *p*-Value	Multivariate *p*-Value ^2^	Relative Risk (95% CI)
pN	**0.0019 ^1^**	**0.015**	3.53 (1.28–9.72)
(pN0–1 vs. pN2–3)			
pT	**0.0071 ^1^**	*0.072*	2.73 (0.92–8.19)
(pT1 vs. pT2–4)			
BNAT1 status	**0.011 ^1^**	**0.046**	3.23 (1.02–10.22)
(negative vs. positive)			
HER2 status	0.45		
(negative vs. positive)			
Histological grade	0.50		
(1,2 vs. 3)			
Age	0.70		
(<50 vs. 50)			

The details for the collection of ER-positive breast cancer tissue samples and the clinical data for 115 patients were previously described [11]. Statistical analysis was evaluated by a proportional hazard model (Cox). ^1^ Significant (*p* < 0.05) univariate values were examined in the multivariate analyses in this study. ^2^ *p*-value < 0.05 and 0.05 ≤ *p*-value < 0.10 for multivariate values were considered significant and borderline significant and were listed in bold and italics, respectively. 95% CI, 95% confidence interval.

**Table 5:** Top 5 Gene Ontology (GO) terms among 239 commonly downregulated transcripts by si*BNAT1* #A and #B.

GO ID	Term	*p*-Value
GO:0051301	cell division	2.1E-44
GO:0000070	mitotic sister chromatid segregation	1.5E-19
GO:0007059	chromosome segregation	2.1E-18
GO:0006334	nucleosome assembly	2.5E-17
GO:0007049	cell cycle	1.0E-15

**Table 6:** Top 5 Gene Ontology (GO) terms among 100 commonly upregulated transcripts by si*BNAT1* #A and #B.

GO ID.	Term	*p*-Value
GO:0098742	cell-cell adhesion via plasma–membrane adhesion molecules	5.50E-04
GO:0042060	wound healing	8.50E-04
GO:0007275	multicellular organism development	2.00E-03
GO:0034332	adherens junction organization	5.50E-03
GO:0007043	cell-cell junction assembly	1.10E-02

## Data Availability

Original microarray data are available from the Gene Expression Omnibus (GEO) database with the accession number GSE212683. Original RNA-seq data are deposited as a project id = 753 in a cloud-based data analysis platform, Maser (Management and Analysis System for Enormous Reads) [http://cell-innovation.nig.ac.jp/maser/, accessed on 21 January 2016], developed and managed by the National Institute of Genetics in Japan, and are available from the platform manager on reasonable request [].

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11223610/s1, Figure S1: The sequence of lncRNA *BNAT1* and its putative secondary structure; Figure S2: *BNAT1* silencing represses the viability and cell cycle progression, whereas it promotes apoptosis of hormone-refractory breast cancer OHTR cells; Figure S3: Effects of *BNAT1* silencing on the expression of ERα and its target gene *CCND1* in hormone-refractive OHTR cells; Table S1: Estrogen-inducible active enhancer clusters identified from a subgroup of ERα/ acetylated histone H3K27 co-bound enhancers in MCF7 cells previously published in the literature [6,7,8].

How the deposited data were processed for this re-analysis (not part of the article)

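Gene expression was measured in MCF7 cells treated for 48 h with siControl, si*BNAT1* #A or si*BNAT1* #B, with 1 Clariom D array per condition. The sample titles name the siRNAs with the prefix siCOL18AS beside si*BNAT1* #A or #B. The paper describes *BNAT1* as an antisense transcript in the *COL18A1* promoter region, and no cluster was matched to it by position. According to the submitters' processing notes, the authors deposited log2 values made by RMA in Affymetrix Expression Console. The methods name this software and not RMA. RMA comprises background subtraction, quantile normalization and summary by probe set. The genome build and the platform version behind the probe sets are not given in the sources used here. All 3 columns of per-sample values were used.

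From the deposited log2 values, the difference from siControl was computed for each of 138745 probe sets and counted at the thresholds of the paper, 0.33 and 3.0. All probe sets of the value table were counted, the 2995 control probe sets included. Gene symbols came from the platform annotation, checked through Entrez IDs against a RefSeq gene table of GRCh38.p14, used for names alone. This matched 25516 clusters with 1 symbol and changed 0 symbols. A gene was represented by the cluster with the highest mean log2 value among those with exactly 1 symbol, and 1576 of 33616 genes had several such clusters. With 1 array per condition there is no estimate of the spread between cultures, and the number of arrays limits the precision of every value.

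The lists of genes numbered 28, one of them the genes the paper names, and were fixed, with the rule for named genes, before the data were examined. A member was counted as lower or higher when its fold change passed 1.5 in that direction with both siRNAs. Each median and count was compared with 10000 random lists drawn with replacement within 20 bins of mean log2 value. The lists stand in for the DAVID and GSEA gene sets, which were not used here. Lists on themes that the paper found in these same arrays give it no independent support. Named genes were all genes the paper names, for each direction the 12 genes past the threshold with both siRNAs that had the largest smaller-of-2 absolute log2 fold change, up to 4 members of each described list by the same measure in the direction of the list median, and for each siRNA and direction the 4 genes with the largest difference with that siRNA alone. Of the 12 genes higher with both siRNAs, a pseudogene copy of *XG* is not given a value, since its probes can also read *XG*. Some ERα targets, interferon genes and genes with opposite differences were named after their values were seen.

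For the shared siControl array, 100 sets of 3 unchanged arrays were simulated, with noise drawn from the differences between the siRNA arrays divided by the square root of 2 within 20 bins. Real differences between the siRNAs are in this noise. It holds no information on how far the single siControl culture deviated, so it sets no upper limit on the overlap that the shared control can give. The counts and list medians were tested on simulated data for the 33616 genes. Of 200 genes lowered by 3 on the log2 scale with both siRNAs, 191 were counted at or below 0.33, along with 125 unchanged genes. A planned search for siRNA seed sites was not run, because it needs annotated 3′ UTR sequences, which were not used here. A planned limma fit took both siRNAs as 2 samples of knockdown against 1 control, with 1 residual degree of freedom. In simulated arrays of 138745 probe sets it recovered 0 of 50 changed probe sets at each log2 change of 1, 2, 3 and 4. The other alternatives were a fold change of 0.5 or 2.0, removal of dim clusters below the median or below 6, 1 cluster per gene, the median over the clusters of a gene, quantile normalization, median centring, removal of a loess trend with a span of 0.3, omission of control probe sets, and each siRNA alone. Chosen after the data were seen were counts over clusters with a gene symbol, a fold change at or below 1/3, and a list without its cell cycle genes. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, R 4.3.3 and limma 3.58.1, and figures were drawn with matplotlib 3.10.9.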

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

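All tests of explanations here were chosen after the results they bear on were seen, on gene lists fixed earlier. With 1 array per condition, no difference between the siRNAs has a replicate test. List medians of si*BNAT1* #A minus si*BNAT1* #B were set against random lists, as a description of these arrays.

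*ESR1* differed between the siRNAs, at a log2 fold change of -1.32 with si*BNAT1* #A and 0.30 with si*BNAT1* #B, a difference of -1.62. The estradiol-induced ERα target genes went the same way, with a median log2 difference of si*BNAT1* #A minus si*BNAT1* #B of -1.32. The difference of the list was -1.31 or further from 0 under quantile normalization, median centring and removal of the loess trend. These alternatives start from values already normalized by RMA, so they cannot exclude the processing before deposit as the cause. Whether the targets followed the level of *ESR1* mRNA stays open, since its value of 0.30 with si*BNAT1* #B is part of the same observation and gives no separate test. Unequal knockdown of *BNAT1* or transcripts other than *BNAT1* hit by 1 siRNA cannot be told apart on these arrays. The cluster annotated as *COL18A1-AS1*, at 0.27 with si*BNAT1* #A, lay near background and was not matched to *BNAT1*, and seed sites were not searched. By qRT-PCR, the paper reports that both siRNAs substantially lowered *BNAT1* in MCF7 cells (Figure 3A). Whether this RNA was also that of the arrays is not stated.

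Genes of mitosis and chromosome segregation were lower with both siRNAs, with a median over both of -2.36. Independent measurement noise is argued against, since none of 10000 matched random lists had a median as low. A siControl culture that cycled more than usual and the knockdown cannot be told apart with 1 siControl array. The paper's replicated assays of proliferation and S phase (Figure 3B,C) went the way of the knockdown, but they do not show how the siControl culture of the array grew. Among 3259 probe sets spanning 3-fold or more, the siControl array stood apart on 34.3%, the si*BNAT1* #A array on 38.0% and the si*BNAT1* #B array on 27.6%, which does not decide it. The p53 target genes, which the paper does not discuss, had medians of 0.74 with si*BNAT1* #A and 0.51 with si*BNAT1* #B, above all random lists. Raised activity of p53 and p21 stays open as a biological explanation, since these values were seen before it was framed.

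Interferon response genes, which the paper does not discuss, differed between the siRNAs. Of 44 measured, 13 were at least 1.5-fold higher with si*BNAT1* #B and none lower, and with si*BNAT1* #A 5 were higher and 3 lower, with 1 gene higher with both. Their median was 0.25 with si*BNAT1* #B, a value that 1 of 10000 random lists reached, and 0.079 with si*BNAT1* #A, which 952 reached. The genes at or above 3.0 with si*BNAT1* #B numbered 5, against a maximum of 4 in the random lists. This list was singled out among 28 after its values were seen. The count is thus part of the observation and gives no separate test of independent measurement noise. The 5 genes were *IFIT1*, *IFI6*, *OAS1*, *IRF9* and *RIGI*, with log2 fold changes of 3.88, 3.05, 2.08, 1.99 and 1.85. With si*BNAT1* #A their values were -0.38, 0.80, 0.18, -0.054 and 0.21. Other members were higher with si*BNAT1* #A than with si*BNAT1* #B, among them *GBP1* at 2.14 and 0.46 and *TAP1* at 1.15 and 0.56. *DHX58*, at 0.64 and 0.56, hardly differed between the siRNAs. With siControl, *IFIT1*, *GBP1* and *DHX58* had low log2 values of 3.98, 3.81 and 3.48, against a background median of 2.69, so their fold changes are less certain. A response of the cells to si*BNAT1* #B as foreign RNA and a feature of the single si*BNAT1* #B culture both stay open, as the median of 0.25 is the observation itself and no separate test was run.

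Opposite differences past both thresholds were seen in 4 genes, with log2 differences of si*BNAT1* #A minus si*BNAT1* #B of 4.03 for *ARHGAP31*, 3.47 for *DSC2*, 3.78 for *GPX2* and 4.49 for *MLLT11*. The simulated unchanged arrays had a median of 3 such probe sets and a range of 0 to 8. Since their noise comes from the differences between the siRNA arrays, this number cannot show whether the 4 genes reflect noise.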

How the results depend on the processing

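The arrays had no replicates, so none could be left out. No paired analysis was possible because there was 1 array per condition. Below, counts are given for transcripts lower with si*BNAT1* #A, si*BNAT1* #B and both, then higher with si*BNAT1* #A, si*BNAT1* #B and both. At a fold change of 0.5 or 2.0 they were 3197, 2854, 1094, 3259, 2754 and 893. With 1 cluster per gene, 562 and 545 were lower with si*BNAT1* #A and si*BNAT1* #B, and 343, 203 and 75 higher, which follows from fewer clusters being counted. Over clusters with a gene symbol, chosen after seeing the data, these counts were 589, 583, 364, 215 and 82. Limma with both siRNAs as 2 samples gave 0 lower and 0 higher transcripts at an adjusted p under 0.05, with 9590 at an unadjusted p under 0.05, and it recovered none of the changes built into simulated arrays. The other counts, with dim clusters or control probe sets left out, or under quantile normalization, median centring, loess or a fold change at or below 1/3, stayed within 1.5 times. The correlation of the fold changes was 0.507 with the loess trend removed, against 0.501, and lay within the range of the simulated values. The cause of this shift was not tested.

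The median of the estradiol-induced ERα target genes changed sign with the siRNA, at -1.06 with si*BNAT1* #A alone and 0.27 with si*BNAT1* #B alone. The difference between the siRNAs was -1.31 or further from 0 under 3 further normalizations of the deposited values. The processing before deposit was not tested as a cause. The replication, mitosis and histone lists kept their direction under every alternative run. With si*BNAT1* #A alone their medians were -1.55, -1.82 and -1.51, and with si*BNAT1* #B alone -2.79, -2.88 and -1.89. With the loess trend removed they were -2.28, -2.45 and -1.78. With clusters dimmer than 6 left out, the replication and histone medians were -2.27 and -1.96, and with the median over clusters of a gene the mitosis median was -2.30. The adhesion median was 0.19 with dim clusters left out at the median, 0.23 with those below 6 left out and 0.27 with si*BNAT1* #A alone. For wound healing it was 0.24 with dim clusters left out at the median and 0.090 with si*BNAT1* #A alone. The causes of these shifts were not tested. Leaving cell cycle genes out of the other lists, chosen after seeing the data, touched the anti-apoptotic list alone, with a median of 0.084. For single genes, none of 340 values each under quantile normalization, median centring and loess moved beyond the noise of its expression level, while the median over clusters moved 21 values and left 19, with no change of sign in a difference of 1.5-fold or more. Values near the background median of 2.69 carry little signal, and fold changes from them are the least certain.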

Differences from the paper's values

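The paper reports 440 transcripts at or above 3.0 with si*BNAT1* #A, and 740 probe sets were counted here. Of the alternatives set before the data were examined, those within 1.5 times the paper's value were dim clusters left out at 6 with 590, 1 cluster per gene with 343 and the loess trend removed with 650. A fold change of 2.0, dim clusters left out at the median, quantile normalization, median centring and control probe sets left out did not come within it. For si*BNAT1* #B the paper reports 286, against 498 here. Dim clusters left out at 6, with 370, and 1 cluster per gene, with 203, came within 1.5 times of it, and the other alternatives, with the loess trend removed at 434, did not. For both siRNAs the paper reports 100, against 160 here. Dim clusters left out at 6 gave 137, 1 cluster per gene 75, the loess trend removed 134 and control probe sets left out 145, all within 1.5 times, while a fold change of 2.0, dim clusters left out at the median, quantile normalization, median centring and limma did not. Counting over clusters with a gene symbol, which was chosen after seeing the values, gave 364, 215 and 82. How many of the paper's own transcripts this drops is unknown, since its list was not used here. The paper's counts of lower transcripts, 663, 653 and 239, were within 1.5 times of 896, 898 and 313.

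The paper measured *ESR1* and *CCND1* by qRT-PCR, another assay than the array. *ESR1* with si*BNAT1* #B was at about 0.74 of siControl in Fig. 5A, read by eye, and at 1.23 on the array. It differed under quantile normalization, median centring and removal of the loess trend too, at 1.23, 1.21 and 1.15. *CCND1* with si*BNAT1* #A was at about 0.56 in Fig. 5C, read by eye, and at 0.362 on the array, with values from 0.342 to 0.365 under these alternatives. *ESR1* with si*BNAT1* #A, at 0.399, and *CCND1* with si*BNAT1* #B, at 0.501, lay within 1.5 times of the paper's figure.

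The paper states that *ESR1* mRNA was lower with its siRNAs, which holds on the array for si*BNAT1* #A and not for si*BNAT1* #B. It also states that estrogen signaling was repressed by silencing. Besides the GSEA, it reports lower ERα protein (Figure 5B) and, with each siRNA, lower estradiol-dependent reporter activity (Figure 5E). The arrays measure neither. Of the 46 estradiol-induced ERα target genes, 30 were at least 1.5-fold lower with si*BNAT1* #A, while 7 were lower and 10 higher with si*BNAT1* #B. The random lists had medians of 8 lower with si*BNAT1* #A, and of 6 lower and 6 higher with si*BNAT1* #B. With the values of both siRNAs averaged, the median of the list was -0.42, below all 10000 random lists and in the direction of the paper. With each siRNA alone, the median was -1.06 with si*BNAT1* #A and 0.27 with si*BNAT1* #B. For the cell cycle, the direction was that of the paper with both siRNAs.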

Other observations

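Among genes that the paper does not discuss, some targets of p53 were higher with both siRNAs. Of 26 measured, 8 were at least 1.5-fold higher with both, a count that 2 of 10000 random lists reached. None was lower with both, 2 were lower with si*BNAT1* #A, and 18 did not pass the rule with both. *CDKN1A*, which encodes the cell cycle inhibitor p21, had fold changes of 4.88 with si*BNAT1* #A and 5.17 with si*BNAT1* #B, *ZMAT3* of 3.48 and 3.99, *SESN1* of 2.92 and 3.30, and the death receptor gene *FAS* of 2.45 and 2.35. Of 25 pro-apoptotic genes, 2 were higher and 2 lower with both siRNAs, and the list medians of -0.050 and 0.14 lay within the central 95% of random lists. *BAK1* had fold changes of 12.6 and 2.13. Of 12 anti-apoptotic genes, 1 was higher and 2 lower, with *BCL2L1* at 2.37 and 2.07 and *BCL2* at 0.129 and 0.522. Of 17 cyclin D and CDK inhibitor genes, 4 were lower and 3 higher with both, the latter including *CDK6* at 5.24 and 2.29 and *CCNG2* at 3.20 and 2.63. Of 24 AP-1 and immediate early genes, 5 were lower with both, a count that 72 random lists reached, none was higher and 19 passed in neither direction. *IER3* was at 0.412 and 0.149 and *DUSP5* at 0.305 and 0.495. With si*BNAT1* #A 8 members were lower and 5 higher, and with si*BNAT1* #B 8 lower and 2 higher. The list median was -0.029 with si*BNAT1* #A, within the central 95% of random lists, and -0.22 with si*BNAT1* #B, below it. Of 5 genes that estradiol lowers, the medians were 0.87 with si*BNAT1* #A, which 30 random lists reached, and 0.14 with si*BNAT1* #B.

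For the remaining lists, the medians with si*BNAT1* #A and si*BNAT1* #B were as follows. Luminal identity genes had medians of -0.23 with si*BNAT1* #A and 0.27 with si*BNAT1* #B over 17 genes, and ERα coregulators -0.39 and 0.36 over 14 genes. For the coregulators, 50 random lists had a difference of si*BNAT1* #A minus si*BNAT1* #B as low as the observed -0.51. The medians were 0.35 and 0.17 for 13 basal and myoepithelial markers, where 6 random lists reached the median over both siRNAs of 0.34, 0.17 and 0.040 for 24 NF-κB and inflammatory genes, 0.21 and -0.0046 for 19 cholesterol synthesis genes, 0.061 and 0.12 for 25 hypoxia and glycolysis genes, and 0.020 and 0.042 for 18 YAP and TEAD targets. For 19 mesenchymal and fibroblast markers they were 0.081 and 0.039, for 14 immune cell markers -0.064 and -0.12, and no member of either list passed 1.5-fold with both siRNAs. Ribosomal protein genes had medians of 0.22 and 0.28 over 32 genes, with a median over both of 0.26 that 33 random lists reached, 15 housekeeping genes -0.037 and 0.00, and 13 genes of the RNA interference machinery -0.23 and 0.00. The 11 measured genes around *COL18A1* on chromosome 21 had medians of 0.15 and 0.077, within the central 95% of random lists.

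Other genes the paper names were measured as well. *TMPO* had log2 fold changes of -2.81 with si*BNAT1* #A and -3.81 with si*BNAT1* #B, and its antisense gene *TMPO-AS1* of -0.98 and -1.30. *CTBP1* was at -1.41 and -1.20, *FOXO3* at 0.16 and 0.40, *COL18A1* at 0.00 and 0.53, and *ACTB* at 0.36 and 0.077.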
